# A natural mutation of the *NST1* gene arrests secondary cell wall biosynthesis in the seed coat of a hull-less pumpkin accession

**DOI:** 10.1093/hr/uhac136

**Published:** 2022-06-16

**Authors:** Xiaolong Lyu, Lu Shi, Meng Zhao, Zhangping Li, Nanqiao Liao, Yiqing Meng, Yuyuan Ma, Yulan Zhou, Qin Xue, Zhongyuan Hu, Jinghua Yang, Mingfang Zhang

## Abstract

Hull-less pumpkins (*Cucurbita pepo* L.) are naturally occurring novel variants known as oilseed or naked-seeded pumpkins, and are characterized by the absence of a normal lignified seed coat. Due to a specialized seed coat structure, these variants serve as a good model for studying seed coat formation and simplify the processing of pumpkin seeds. However, causal genes for this hull-less trait still remain unknown. Here, by bulked segregant analysis and fine mapping, we found that mutation of a single gene, *NAC SECONDARY WALL THICKENING PROMOTING FACTOR 1* (*NST1*), accounts for the hull-less trait. A 14-bp sequence insertion in the *CpNST1* gene causes premature termination of *CpNST1* translation, leading to lack of secondary cell wall (SCW) biosynthesis in hull-less seed coats. *In situ* hybridization analysis provided further evidence for the role of *CpNST1* in pumpkin seed coat SCW biosynthesis. Interestingly, through secondary cell wall compositional analysis, we found that the main SCW components differed among cell layers in the seed coat. RNA-seq analysis indicated an upstream role of CpNST1 in the SCW biosynthesis network. Collectively, our findings provide mechanistic insight into seed coat SCW biosynthesis, and a target gene for breeders to introduce this hull-less trait for commercial exploitation.

## Introduction

The evolution of sexual reproduction systems and the emergence of seeds underlies the evolutionary success of the flowering plants. Upon fertilization, seeds are developed and encased in a protective maternal integument referred to as the seed coat. Differentiation of the seed coat entails some dramatic cellular structural changes during the development of the seed, including the sequential deposition of a specialized cell wall. Some specialized cell types develop secondary cell walls (SCWs) to strengthen the mechanical support of the seed coat and often play important roles in seed protection, nourishment, dormancy, and dispersal, which facilitated the land colonization of flowering plants [1–3]. Seed coat structure and cell wall composition have large influences on seed physiology, and these traits exhibit different evolutionary adaptations among species [4]. SCWs play critical roles in the mechanical strength of the seed coat [4]. The composition of the seed coat SCW varies among angiosperm species, and cellulose, hemicellulose, and lignin are the three main components [5]. In addition, the units of which the lignin in the seed coat is composed also differ among species [6, 7]. The importance of seed coat lignin for seeds is illustrated by the *transparent testa 10* mutant in *Arabidopsis*, in which seed coat lignin deposition is disturbed, leading to a reduction of the germination rate [8]. In addition, CELLULOSE SYNTHASE3 (CESA3), CESA5, CESA9, and CESA10 were found to be critical for secondary cellulose synthesis in seed coat epidermal cells [9–12]. Both cellulose and lignin are the main components of SCWs. However, compared with SCW studies in plant vegetative tissues, research on the regulatory mechanisms of seed coat SCWs has received less attention, and to date their genetic architecture remains unknown. In the last 20 years, genetic and molecular analyses in *Arabidopsis* have significantly contributed to our understanding of many characteristics of the seed coat. MUM4 was demonstrated to be essential in producing normal levels of mucilage, a process that is directly regulated by GL2 [1, 13, 14]. In *Arabidopsis*, the cumulative level of mucilage is essential for seed coat SCW formation. Using the loss of function phenotypes, TTG1, TTG2, GL2, and MYB61 were demonstrated to be essential for mucilage synthesis [1, 13–17].

Although seed coat lignification is important for internal embryo protection, the hard seed coat tissues are not conducive to the further processing of seeds. The seed decoration process is often laborious and expensive, and seed coats are often treated as useless by-products, causing a waste disposal problem. Hence, in modern breeding programs hull-less is an important breeding trait in seed crops, such as barley [18], maize [19, 20], legumes [21], oil palm [22], and wheat [ 23]. This hull-less trait is usually controlled by single or several genes. By quantitative trait locus (QTL)-seq, a 250 kb QTL was reported to be associated with papery hull domestication in *Coix* [24]. Nine candidate genes were identified to be responsible for shelling percentage, the weight of kernels as a percentage of the weight of pods, an important economic trait in peanut production [25]. The mutation of *tga1* (*teosinte glume architecture 1*) in teosinte (the progenitor of maize) causes glume thinning, which leads to exposed and readily utilized kernels in maize [20].

Hull-less pumpkins (*Cucurbita pepo* L.), also known as oilseed pumpkins or naked-seeded pumpkins, are characterized by having a thin membranous seed coat instead of the normal lignified seed coat. The hull-less trait in pumpkin, in which the seed coat totally lacks lignification, is promising as an ideal model for studying seed coat developmental biology. In addition, due to the advantage of requiring no decortication process, the emergence of the hull-less trait facilitates the economical production of pumpkin seed oil, thereby turning a pumpkin into a specialized oil crop [26]. Thus, fine mapping of the causative genes for the hull-less trait will help us to dissect the developmental process of seed coat lignification, further enabling plant breeders to precisely introduce this novel trait into other pumpkin varieties or even other seed crops, thereby making the decortication process unnecessary for food or oil production.

**Figure 1:**
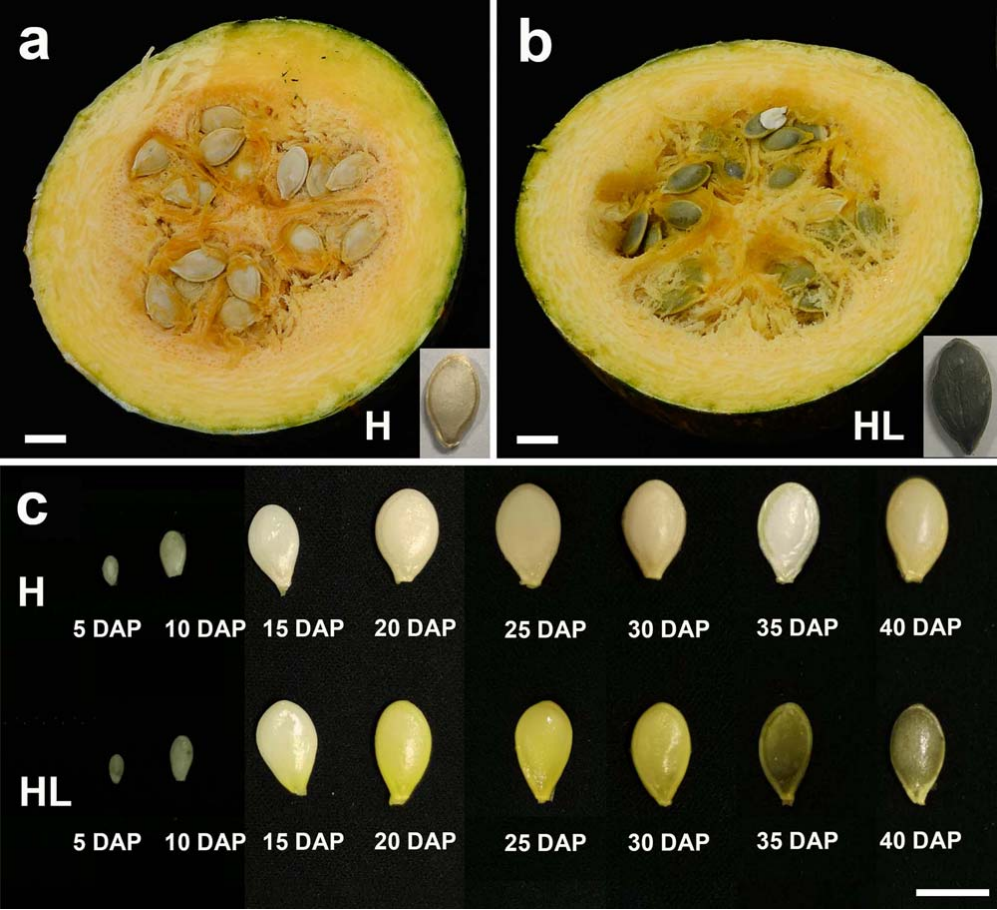
Phenotypic features of the seed coat in hulled and hull-less pumpkins. **a** Hulled pumpkins (H). **b** Hull-less pumpkins (HL). Hull-less seeds appear dark green as the outer seed coat layers have collapsed. **c** Characteristics of seed coat at different development stages in hulled and hull-less pumpkins. Observable phenotypes occurred at 20 DAP. Scale bar, 1 cm.

The seed coat of pumpkin normally consists of five zones with different cell types (epidermal, hypodermal, sclerenchyma, parenchyma, and chlorenchyma) [27, 28]. At maturity, the hypodermal, sclerenchyma, and partial parenchyma tissues will form an SCW providing mechanical support for the seed coat [27]. Hull-less pumpkins lack lignification in all seed coat layers and the outer four seed coat layers collapse at maturity. The collapse of these four seed tissue layers forms a paper-thin hyaline hull that reveals the green color of the innermost green chlorenchyma layer [28]. Hull-less pumpkins were first discovered in the southeast region of the Austro-Hungarian Monarchy in the 1880s [29]. Previous classic genetic studies on the hull-less seed phenotype indicated a major dominant gene controlling seed coat lignification [28]. However, these hull-less seeds show variation in the amounts of lignin deposited in the seed coat, varying from zero to intense lignification [29]. Earlier researchers made different assumptions concerning these variants, including regarding the trait as a consequence of a major recessive gene or a minor gene with modifiers, or postulating a polygenic model [26, 28–31]. Nevertheless, most researchers assume that a single gene mutation leads to the hull-less trait. Except for the apparently hull-less pumpkin, some normal seed lots exhibit different degrees of collapse in epidermal, hypodermal, and sclerenchyma tissues from the embedded mature seed coat. This is supposed to be a result of the seasonal variation in gene expression [27, 28]. Four enzymes, phenylalanine ammonia-lyase (PAL), cellulose synthase (CES), cinnamoyl CoA reductase (CCR), and 4-coumarate CoA ligase (4CL), may play important roles in testa lignification by regulating gene expression levels [32]. In 2012, Inan *et al*. [33] employed sequence-related amplified polymorphism (SRAP) and inter simple sequence repeats (ISSR) techniques in the molecular characterization of naked (hull-less seed) pumpkins [33]. However, to date, the causative gene(s) controlling the hull-less seed trait in pumpkins remain unknown. Recently, several reports of high-quality pumpkin genomes [34, 35] have facilitated the discovery of genes controlling important traits in pumpkins using a forward genetics approach. Genome-wide association studies (GWAS) and bulk segregant analysis (BSA) have been widely employed to dissect important traits in crops such as rice [36], tomato [37], cucumber [38], melon [39], and watermelon [40, 41].

In this study, by integrating BSA-seq and fine mapping tools, we uncovered the causal gene for the extant hull-less pumpkins in natural populations. The natural mutation of a single gene, *NAC SECONDARY WALL THICKENING PROMOTING FACTOR 1* (*NST1*), confers the novel hull-less trait. Our sequencing and fine-mapping results indicated that a 14-bp sequence insertion in the *CpNST1* gene caused premature termination of *CpNST1* translation, leading to a complete inability to biosynthesize SCWs in hull-less pumpkin seed coats.

## Results

### The hull-less trait in pumpkins is controlled by a single recessive allele

To investigate the inheritance pattern of the hull-less trait in pumpkins, we developed an *F*_2_ gene mapping population by crossing hulled (H) and hull-less (HL) pumpkins (Fig. 1). At maturity, the hull-less seeds appear dark green as the outer seed coat layers have collapsed, revealing the innermost green chlorenchyma layer (Fig. 1b).

The *F*_1_ hybrid seeds of H and HL pumpkins showed an apparently complete hulled phenotype, and nearly 3/4 (283/374) of the *F*_2_ plants bore hulled seeds, while 1/4 (91/374) were hull-less seeds (Table 1). The ratio of hulled seeds to hull-less seeds fitted a 3:1 Mendelian ratio (*χ*^2^ = 0.045, *P* = 0.832). Our genetic analysis showed that the hull-less trait was controlled by a single recessive allele (*hh*) in this population.

**Table 1:** Genetic analysis of hull-less phenotype in *F*_2_ population.

**Generation**	**Total number**	**Hulled**	**Hull-less**	**Expected ratio**	***χ*** ^**2**^ **-value**	***P*-value**
P-H	10	10	0			
P-HL	10	0	10			
*F*_1_	10	10	0			
*F*_2_ population	374	283	91	3:1	0.045	0.832

*χ* ^2^(0.05,1) = 3.841.

**Figure 2:**
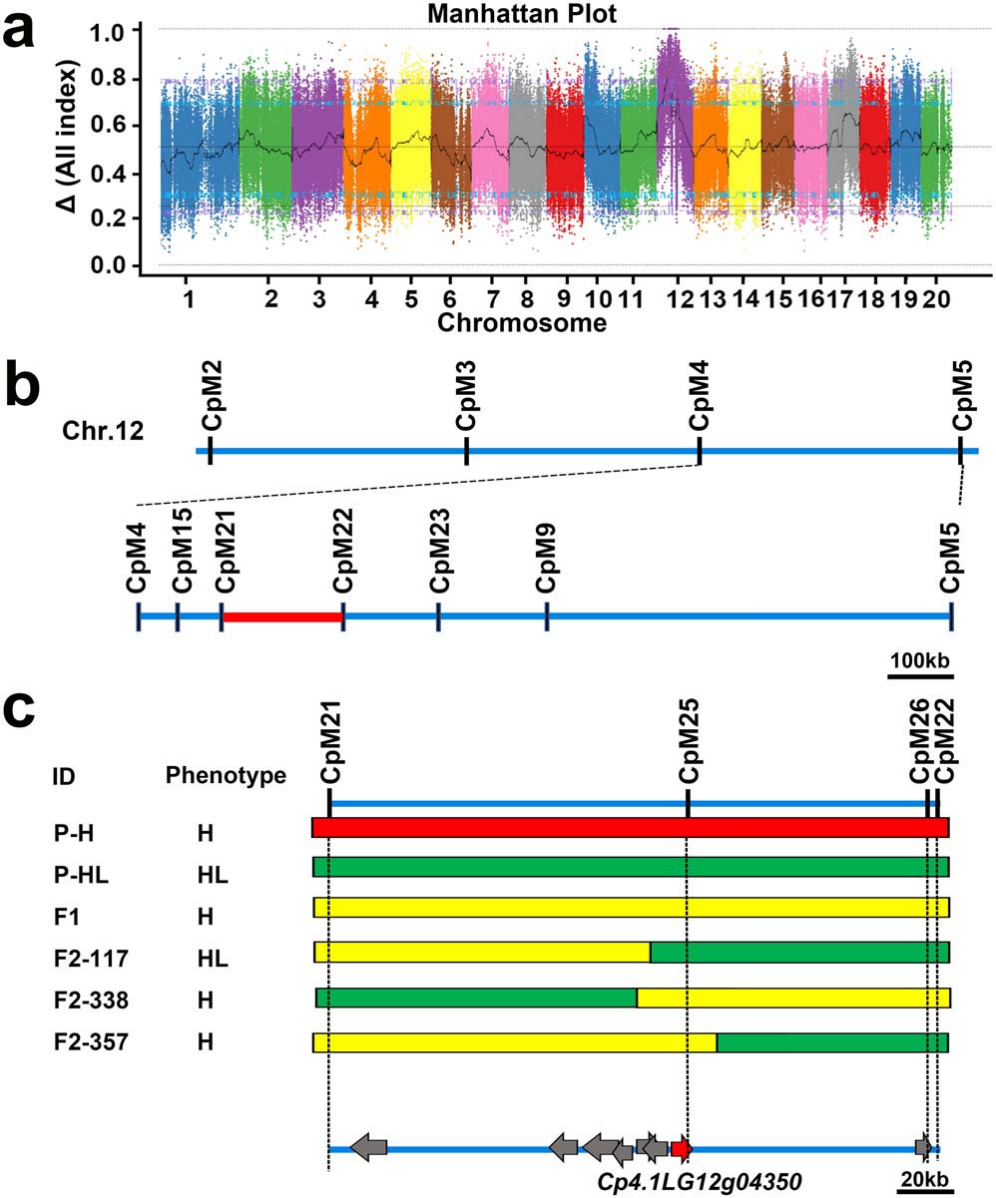
Fine mapping of the candidate gene for the hull-less trait. **a** Results of BSA of hull-less seed coat in pumpkin. Graph of the Δ All index values used for the hull-less trait association analysis. The *x*-axis indicates the 20 chromosomal positions, and the *y*-axis indicates the Δ All index. The blue line indicates the threshold line at 95% confidence interval and the purple line indicates at 99%. **b** High-resolution genetic mapping was performed by analyzing a chromosome segment substitution population of 367 *F*_2_ individuals segregating with the target region. The red box indicates the candidate region (189.67 kb) between molecular markers CpM21 and CpM22. Scale bar: 100 kb. **c** Further fine mapping of recombinant individuals using markers CpM25 and CpM26 located the candidate gene to *Cp4.1LG12 g04350*. Marker CpM25 is located in the indel variation region of *Cp4.1LG12 g04350*. Marker CpM26 is located in the non-synonymous SNP position of *Cp4.1LG12 g04330*. The seed coat phenotype of the recombinant individual *F*_2_-117 was the same as that of the parent HL (P-HL), having an identical hull-less seed coat phenotype. The seed coats of *F*_2_-338 and *F*_2_-357 recombinant individuals possess a lignified seed coat the same as that of parent H (P-H) and hybrid *F*_1_. Chromosomal segments are represented by solid bars filled in different colors. Red indicates the homozygous P-H (*HH*), green the homozygous P-HL (*hh*), and yellow the heterozygous (*Hh*).

### Fine mapping of the candidate locus for the hull-less trait

To anchor the candidate locus associated with the hull-less pumpkin phenotype, we employed BSA. Genomic DNA of 40 hulled pumpkins and 40 hull-less pumpkins (all *F*_2_ individuals) were mixed equally and set as the H pool and HL pool, respectively. DNA of the two parent pools (P-H and P-HL) and the two *F*_2_ mixed pools were sequenced, producing 27.078 Gb of clean data with Q20 ≥ 97.04%, Q30 ≥ 92.44%, and a 38.55–38.95% G/C ratio (Supplementary Data Table S1). Ultimately, we obtained approximately 2.87, 9.39, 9.80, and 11.02 Gb of clean reads from P-H, P-HL, the H-pool, and the HL-pool (Supplementary Data Table S1), respectively. The mapping rates were 98.00–98.24%, with 11.69×, 13.78×, 39.83×, and 44.20× average depths for P-H, P-HL, H-pool, and HL-pool. In total, we obtained 634 457 homozygous SNPs and indels between the P-H and P-HL pools. To identify SNPs/indels associated with the hull-less trait, the Δ All index was calculated by subtracting the SNPs/indels index values of the two *F*_2_-generation pools (Fig. 2a). Then, we identified peak regions above the threshold values (95 and 99%) as the candidate regions for the target hull-less trait according to the null hypothesis (Fig. 2a). To obtain more accurate candidate regions, we also performed a G′ value analysis of the two *F*_2_ pools (Supplementary Data Fig. S1). The two mapping results shared corresponding 5.04 Mb (Cp4.1LG Chr12: 400 001–5 686 000; 95% significance level) and 1.43 Mb (Cp4.1LG Chr12: 2 638 001–4 133 000; 99% significance level) overlapping regions in which the candidate gene could be located.

**Figure 3:**
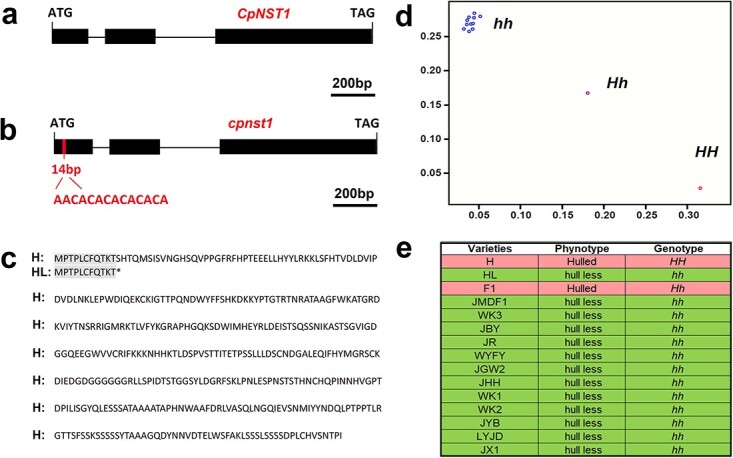
Gene structure, sequence translation, and genotyping variations in the *CpNST1* candidate gene between hulled and hull-less pumpkins (**a**–**d**). **a**, **b** Gene structure of *CpNST1* in hulled pumpkins (**a**) and the mutant allele *cpnst1* in hull-less pumpkins (**b**). Black boxes represent exons; intervals between exons are introns, and the 14-bp indel position is marked by a short vertical red line. Boxes and lines are scaled as indicated. **c** Amino acid sequences of CpNST1. A 14-bp indel insertion led to premature termination of translation in hull-less pumpkins. **d** The genotyping of NST1 in 10 hull-less pumpkins by KASP. The 14-bp indel KASP marker, CpM25, was used for genotyping. e The information of 10 hull-less pumpkin accessions.

To further fine map the possible candidate locus for the hull-less trait, we tailored Kompetitive allele-specific PCR (KASP) SNP markers in the candidate region (Supplementary Data Table S2) and constructed an SNP-based genetic map of the candidate region using the *F*_2_ population to narrow the location (Fig. 2a). Finally, using 24 KASP markers, we narrowed the target region to a 189.67-kb window (Cp4.1LG Chr12: 3 287 529–3 481 749) by three critical recombinants from 367 *F*_2_ individuals (Fig. 2b). This region hosts eight genes, but only two genes (*Cp4.1LG12 g04330* and *Cp4.1LG12g04350*) contained a non-synonymous SNP or indel mutation in the exons. Then, we designed another two molecular markers, CpM25 located in the exonic indel variation region of *Cp4.1LG12g04350* and CpM26 located in the non-synonymous SNP position of *Cp4.1LG12g04330*, for further fine-mapping using recombinant individuals. Finally, we obtained *Cp4.1LG12 g04350* as the candidate (Fig. 2c).

### A 14-bp insertion mutation of CpNST1 confers the novel hull-less trait

*Cp4.1LG12g04350* was predicted to encode an NAC transcription factor. According to the BLASTp and phylogenetic tree analysis, *Cp4.1LG12g04350* is a homolog of *Arabidopsis NAC SECONDARY WALL THICKENING PROMOTING FACTOR 1* (*NST1*; Supplementary Data Fig. S2S2). Sequence analysis showed that, compared with the hulled pumpkin allele of *CpNST1*, there is a 14-bp indel (AACACACACACACA) insertion after T in the hull-less pumpkin (Fig. 3a–c, Supplementary Data Figs S3 and S4). This indel insertion led to the premature emergence of the stop codon TAA (Fig. 3a–c, Supplementary Data Figs S3 and S4), which terminated protein translation and caused a probable function loss. To further test this hypothesis, the 14-bp indel KASP marker CpM25 was used for genotyping the candidate *CpNST1* in the 367 *F*_2_ individuals and 10 hull-less germplasm accessions. The resulting genotyping results were completely in accordance with the observed phenotype (Supplementary Data Table S3, Fig. 3d and e), supporting the hypothesis that the 14-bp insertion in the first exon of *CpNST1* caused the hull-less trait mutation.

### Failure of the secondary cell wall formation in the hull-less seed coat

In the model plant *Arabidopsis*, NST1 is known to play key roles in regulating secondary cell wall biosynthesis [33]. To characterize the hull-less trait controlled by the recessive mutation of *CpNST1*, we conducted a sequential anatomical analysis of the seed coat at different developmental stages in hulled and hull-less pumpkins. Compared with the hulled seed coats, no loss of cell layers was observed, and all cells developed to the normal size in hull-less seed coats (Fig. 4). As expected, the only difference was the lack of SCW formation in cell types of the hull-less seed coat (Fig. 4i–p and y–ff). In contrast, in hulled pumpkins, three cell layers, the pitted subepidermal (hy), sclerenchyma (scl), and pitted parenchyma (m1) layers, initiated the formation of SCWs 10 days after pollination (DAP) (Fig. 4a–h and q–x). To confirm the involvement of *CpNST1* in the SCW thickening process of the seed coat, we designed a specific RNA probe of *CpNST1* for *in situ* hybridization analysis in hulled seed coats. The hybridization results demonstrated that *CpNST1* was primarily expressed in the hy, scl, and m1 cell layers, and especially in the scl layer (Fig. 5a and b). These results supported the hypothesis that CpNST1-mediated SCW formation is required for the development of the seed coat in pumpkin seeds.

**Figure 4:**
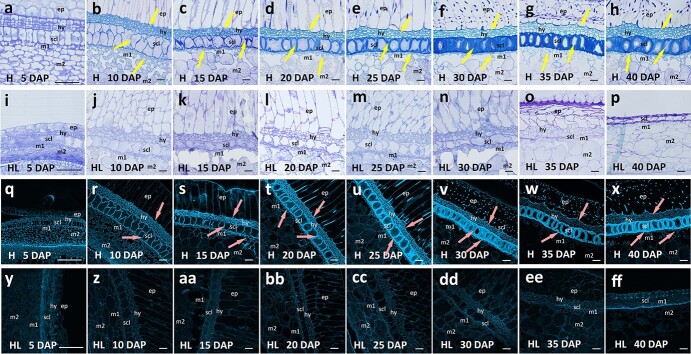
Microstructural changes in the developing seed coat in hulled (**a**–**h, q**–**x**) and hull-less (**i**–**p, q**–**ff**) pumpkins at various days after pollination (DAP). SCWs were deposited in the pitted subepidermal (hy), scl (sclerenchyma), and m1 (pitted parenchyma) cell layers in hulled pumpkins (**a**–**h, q**–**x**), starting from 10 DAP (**b** and **r**), while no SCWs formed in hull-less pumpkin seed coats during the entire seed developmental process (**i**–**p, q**–**ff**). Arrows indicate cells with SCWs. ep, ribbed palisade cells of the epidermis; m2, reticulated spongy parenchyma. Scale bars, 25 μm.

In plants, SCWs are usually composed of cellulose, hemicelluloses, and lignin [34]. To characterize the SCW composition of the three different cell layers of the pumpkin seed coat, the hulled seed coat sections were stained with phloroglucinol to detect lignin or calcofluor white to detect cellulose. Surprisingly, we found that the SCWs of the three cell layers were composed of different components. The cell wall of hy and m1 layers was composed of deposited lignin (Fig. 5c), while the scl cell layer was mainly composed of cellulose (Fig. 5d), indicating that CpNST1 might regulate SCW biosynthesis in different cell layers through different pathways.

### Transcriptomic profiles associated with SCW regulatory network in hull-less seed coat

In *Arabidopsis*, the biosynthesis network of SCWs exhibits a series of regulatory cascades, and NAC TFs usually act as key upstream regulators [42]. In this study, according to the analysis of seed coat cell wall components, loss of function of CpNST1 led to the inability to deposit both lignin and cellulose. To identify the genes participating in the CpNST1-mediated seed coat SCW biosynthesis network, we performed a transcriptome analysis during seed coat development. According to the SCW biosynthesis timeline (Fig. 4), we collected 5, 10, and 20 DAP seed coat samples of both hulled and hull-less pumpkins to perform an RNA-seq analysis that produced 121.96 Gb of clean data with Q20 ≥ 98.00%, Q30 ≥ 93.13%, and a 45.07%–45.6% G/C ratio (Supplementary Data Table S3). 

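The seed coats came from the *C. pepo* accessions H (hulled) and HL (hull-less), the parents of the F2 population, and 3 biological replicates were sequenced for each accession at 5, 10, and 20 DAP, which gives 18 libraries in 6 groups. The authors mapped the clean reads to the zucchini genome (Cp4.1 gene identifiers) and deposited the read counts and the FPKM values of 29484 features, of which 27868 are annotated genes. The counts were not normalized. The total count per library was 17254026 to 17776509 in hulled seed coats at 5 DAP (median 17541391), 17349991 to 18443048 at 10 DAP (median 17707477), and 13827773 to 15224636 at 20 DAP (median 15030843). In hull-less seed coats it was 16454156 to 17987431 at 5 DAP (median 17260055), 17248634 to 17869638 at 10 DAP (median 17350194), and 17147127 to 18017335 at 20 DAP (median 17621558). The hulled 20 DAP libraries held 32.9 to 33.9 counts per 100 clean reads of Table S4, against 38.2 to 38.9 in the other 15 libraries. A gene with 3 counts or fewer in a library was treated as not detectable above counting error. From the counts, CPM was computed with edgeR's TMM normalization, and hull-less and hulled seed coats were compared stage by stage with edgeR's quasi-likelihood test, each fit using the 6 libraries of that stage. The paper's thresholds were applied, an adjusted *p* of at most 0.05 and an absolute log2 fold change of at least 1. *CpNST1* is Cp4.1LG12g04350, on LG12 from 3411999 to 3413380 on the plus strand, and the exonic insertion that separates the accessions does not show in a table of counts. It had 6, 58, and 11 counts in the hulled 5 DAP replicates, 1099, 61, and 444 at 10 DAP, and 663, 392, and 493 at 20 DAP. In hull-less seed coats it had 3, 10, and 33 counts at 5 DAP, 194, 187, and 338 at 10 DAP, and 2367, 2707, and 2864 at 20 DAP. The hulled 10 DAP replicates were the least alike. Pearson's *r* of log2 CPM across genes was 0.889 between replicates 1 and 2, 0.923 between 1 and 3, and 0.968 between 2 and 3, while it lay between 0.954 and 0.987 for the pairs within the other 5 groups.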

Then, we performed differential gene expression (DEG) analysis between hulled and hull-less pumpkins at different developmental stages. As shown in Supplementary Data Fig. S5, the number of differentially expressed genes increased with the development of the seed coat, consistent with the phenotypic differences of seed coat development (Fig. 4). 

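At 5 DAP, 22597 genes passed edgeR's expression filter and 2702 of them were DEGs, 1249 higher and 1453 lower in hull-less seed coats. At 10 DAP, 2318 of 21104 genes were DEGs (1144 higher and 1174 lower), and at 20 DAP 4628 of 21973 (1839 higher and 2789 lower). The number was largest at 20 DAP and fell between 5 and 10 DAP. The number at 10 DAP moved most with the libraries included. It was 849 without hull-less replicate 2 and 3344 without hulled replicate 1, and lay between these values without any other 1 of the 6 libraries. With all 18 libraries in one fit, which share one estimate of the spread, the numbers were 2034, 4250, and 4966. Between 10 and 20 DAP 1081 DEGs were shared, 980 of them changed in the same direction, and 501 were DEGs at all 3 stages. The authors' deposited table has 3042, 3643, and 5213 genes past the same thresholds at 5, 10, and 20 DAP, and 2606, 2307, and 4527 of them were DEGs in the edgeR fits. Among DEGs at 20 DAP with a mean count of at least 100 and no overlap between the hulled and the hull-less libraries, the 3 with the lowest fitted log2 fold change were Cp4.1LG10g00160 (a WEB family protein), *AtFLA12* (Cp4.1LG02g12840), and Cp4.1LG15g02110, which has no description. The first was at least 702-fold lower and *AtFLA12* at least 480-fold lower in hull-less seed coats, where both had 3 counts or fewer in each library. Cp4.1LG15g02110 had a log2 fold change of -13.51 (SE 0.972), which ran from -15.20 to -13.03 with each library left out in turn. The 3 with the highest were Cp4.1LG17g10070 (a type I ribosome-inactivating protein), Cp4.1LG18g02160 (a photosystem I chlorophyll a/b-binding protein), and Cp4.1LG07g09170 (a GDSL esterase/lipase). They were at least 234-fold, 102-fold, and 60.2-fold higher, respectively. The adjusted *p* of these 6 genes, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, ran from 1.5e-05 to 0.000243.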

We then performed Gene Ontology (GO) enrichment of the DEGs between hulled and hull-less seed coats. At 20 DAP we found the GO terms of the biological process categories ‘cellulose biosynthesis process’, ‘cellulose metabolic process’, ‘glucan biosynthetic process’, ‘beta glucan biosynthetic process’, ‘beta glucan metabolic process’, ‘polysaccharide biosynthetic process’, and ‘cellular polysaccharide biosynthetic process’ were most significantly enriched (Fig. 6a), indicating that the cellulose biosynthesis pathway was interrupted in the hull-less seed coat phenotype.

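The deposited table describes each gene by its closest protein and its protein domains, and sets of genes were formed from the words of these descriptions for the kinds of term in Fig. 6a. The share of DEGs at 20 DAP in each set was compared with that of all other tested genes by Fisher's exact test, adjusted over the 4 sets. Among 47 tested genes described with 'cellulose synthase', 8 were higher and 8 lower in hull-less seed coats, an odds ratio of 1.94 (adjusted *p* = 0.0463). Their median log2 fold change was 0.28, and edgeR's TMM, RLE, and upper-quartile scalings all left it above 0. The words match any gene with such a protein or domain name, so this median does not describe the cellulose genes of SCWs alone. *CesA4*, *CesA7*, and *CesA8*, which are in the set, had log2 fold changes of -5.65, -8.25, and -6.43. Limma's camera test with a preset correlation of 0.01 between genes, which asks whether a set as a whole is shifted against all other genes, gave an adjusted *p* of 0.625 over 5 sets. The genes described with 'kinesin' were shifted down (35 of 83 lower and 4 higher, median -0.97, camera adjusted *p* = 3.7e-06, odds ratio 3.34). Ribosomal protein genes were shifted down by less (42 of 509 lower and 22 higher, median -0.37, camera adjusted *p* = 0.000207) and held fewer DEGs than the other genes (odds ratio 0.533). The genes of photosystems and light harvesting were shifted up, with 47 of 86 higher and 6 lower, a median log2 fold change of 1.19, a camera adjusted *p* of 2.1e-12, and an odds ratio of 6.08. Only the photosystem call held both under limma's fry test (adjusted *p* = 1.0e-05) and with the correlation estimated from the data (0.0380). The kinesin call held under fry (0.0123) and not with the estimated correlation (0.429), and the ribosomal call under neither (0.0617 and 0.638). Fry placed the cellulose synthase set lower in hull-less seed coats (adjusted *p* = 0.0417).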

**Figure 5:**
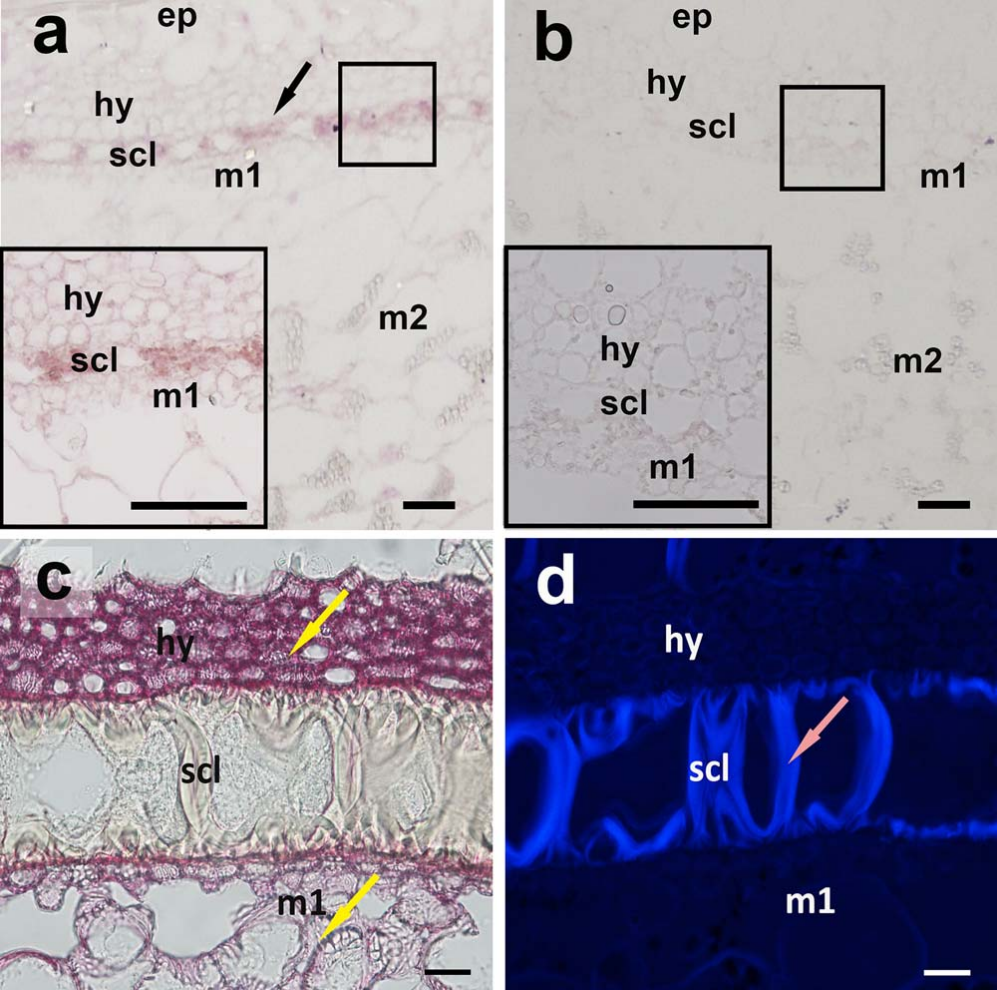
CpNST1 *in situ* detection and seed coat SCW composition analysis. **a**, **b** CpNST1 *in situ* expression at 15 DAP in the hulled seed coat. The arrow indicates the specific expression of *CpNST1* in the pitted subepidermal (hy), sclerenchyma (*scl*), and pitted parenchyma (m1) cell layers, especially in scl (**a**). The negative control is shown in (**b**); zoom-in views of the three cell layers are shown in the boxes at bottom left. **c** Lignin was specifically stained with phloroglucinol and presented a red color under white light. The yellow arrows indicate the cell wall deposited lignin. **d** Cellulose was stained with calcofluor white and presented a blue color under blue laser light (300–440 nm). Staining results indicated that hy and m1 were composed of lignin, while scl was primarily composed of cellulose. The pink arrow indicates the cellulose-rich cell wall. m2, reticulated spongy parenchyma. Scale bars, 25 μm.

**Fig. 6:**
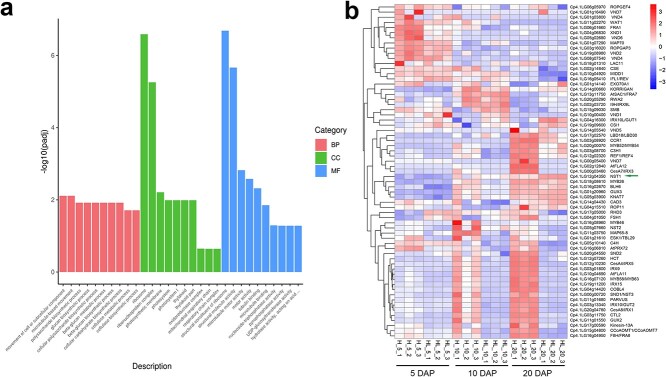
RNA-seq analysis during seed coat development in hulled and hull-less pumpkins. **a** GO annotation and enrichment of DEGs between hulled and hull-less pumpkin seed coats at 20 DAP. BP, biological process; CC, cellular component; MF, molecular function. **b** Gene expression patterns of orthologous genes involved in SCW biosynthesis in hulled and hull-less pumpkin seed coats at 5, 10, and 20 DAP. Compared with hull-less pumpkins, many orthologs were upregulated at 10 DAP in hulled pumpkin seed coats. Three biological replicates were used to analyze the data.

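Table S5 lists 68 *C. pepo* orthologs of *Arabidopsis* SCW genes, which the study took from the literature. At 10 DAP, 47 of them passed the expression filter, and 22 were DEGs lower in hull-less seed coats. No ortholog was a DEG in the other direction, and 1 was higher at an unadjusted *p* under 0.05. When *p* was adjusted over the list alone, 24 were lower and 0 higher. The median log2 fold change of the 47 orthologs was -1.28, and it was the same with the 5 orthologs at 3 counts or fewer in one accession set to their bound. How many passed the thresholds depended on the libraries included. The count was 22, 26, and 8 without hulled replicates 1, 2, and 3, and 4, 3, and 4 without hull-less replicates 1, 2, and 3. As a set the orthologs were shifted down at 10 DAP (camera adjusted *p* = 1.6e-06, at most 3.6e-05 with each library left out in turn). The shift held under fry (adjusted *p* = 0.0155) and not in camera with the estimated correlation (0.342). At 5 DAP, 47 orthologs were tested, of which 8 were lower and 2 higher (9 and 2 when adjusted over the list alone), and 13 were lower without hulled replicate 1. The 2 that were higher in hull-less seed coats at 5 DAP were *FSH1* and *RHD3* (Cp4.1LG17g05000, log2 fold change 1.64, SE 0.142). The orthologs called at 10 DAP and not at 5 DAP were not tested for a difference between these stages.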

In *Arabidopsis*, many TFs and enzymes have been reported as being involved in the SCW biosynthesis network in different tissues, including anthers, siliques, and stems [43]. To determine whether these genes were also involved in SCW development in the seed coat, we analyzed the orthologous genes in *C. pepo* that have been demonstrated to be involved in SCW biosynthesis in *Arabidopsis* (Supplementary Data Table S4, Fig. 6b) and determined the gene expression patterns during seed coat development. 

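Within hulled seed coats, 57 of the 68 SCW orthologs could be tested between 5 and 20 DAP. Of these, 31 rose and 7 fell past the thresholds (31 and 7 also when adjusted over the list alone), with a median log2 fold change of 1.41 that was the same with 6 orthologs set to their bound. The 7 that fell were *FRA1*, *MAP70-1/MAP70-5*, *MIDD1*, *ROPGAP3*, *WAT1*, *XND1*, and *VND2*. Within hull-less seed coats, 46 orthologs were tested, 9 rose and 17 fell (9 and 17 when adjusted over the list alone), and the median was -0.52, also with 5 orthologs at their bound. Upper-quartile scaling moved the median of all genes by -0.14 in this hull-less comparison, and 9 orthologs rose under it as well. The 9 were *CpNST1*, *BLH6*, *C3H1*, *CCR1*, *GUX3*, *KNAT7*, *KORRIGAN*, *LBD18/LBD30*, and a gene listed as ortholog of *MYB103* and other MYB genes (Cp4.1LG18g08610). Of the 31 orthologs that rose in hulled seed coats, 8 rose in hull-less seed coats too, 7 fell, and 8 were too low to be tested. Among these last 8, 5 had 3 counts or fewer in all 9 hull-less libraries. The remaining orthologs were tested and passed the thresholds in neither direction. The difference between the accessions in the change from 5 to 20 DAP was tested with an interaction term fitted to all 18 libraries. It was past the thresholds for 22 of 59 tested orthologs, all with a lower ratio of hull-less to hulled seed coats at 20 DAP than at 5 DAP (23 when adjusted over the list alone). In the other direction 0 passed, and 10 did at an unadjusted *p* under 0.05. The 22 included 19 of the 31 that rose in hulled seed coats. Against 10 DAP the same term went both ways, with 8 of 59 orthologs lower and 4 higher (8 and 5 when adjusted over the list alone), a median of -0.31, and no shift of the list as a set (limma's camera test, adjusted *p* = 0.114).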

As expected, in hulled pumpkins the expression of many genes gradually increased to high levels at 20 DAP (Fig. 6b), which was consistent with the deposition timing of the secondary cell walls (Fig. 4a–h and q–x), while in hull-less seed coats these genes remained at very low expression levels during seed coat development (Fig. 6b). 

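*CesA4* (Cp4.1LG12g10230, LG12 from 9650072 to 9654816), *CesA7* (Cp4.1LG00g03460, LG00 from 12944596 to 12949312), and *CesA8* (Cp4.1LG20g04780, LG20 from 2736791 to 2742852) encode subunits of the cellulose synthase of SCWs. In hulled seed coats *CesA4* rose from 26.7 ± 0.874 CPM (SD, n = 3) at 5 DAP to 171 ± 90.2 at 10 DAP and 686 ± 94.3 at 20 DAP, whereas in hull-less seed coats it had 23.5, 19.0, and 13.7 CPM on average. *CesA7* reached 113 ± 6.50 CPM in hulled seed coats at 20 DAP against 0.359 ± 0.145 in hull-less seed coats, and *CesA8* 30.3 ± 6.59 against 0.342 ± 0.324. The log2 fold changes of hull-less over hulled seed coats at 20 DAP were -5.65 (SE 0.182, adjusted *p* = 8.4e-06), -8.25 (SE 0.217, adjusted *p* = 7.1e-06), and -6.43 (SE 0.478, adjusted *p* = 0.000159) for the 3 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between 5 and 20 DAP in hulled seed coats they rose by log2 fold changes of 4.69, 8.40, and 3.16. At 5 DAP only *CesA8* was a DEG, with a log2 fold change of -1.13 and an adjusted *p* of 0.00819, which was between 0.00210 and 0.260 under the alternatives and past 0.05 with all 18 libraries in one fit. At 10 DAP *CesA4* and *CesA7* had log2 fold changes of -3.15 (adjusted *p* = 0.0104) and -4.42 (adjusted *p* = 0.0236), and *CesA8* was at least 91.4-fold lower (adjusted *p* = 0.0135). The bound of *CesA8* uses the hulled mean and rested largely on replicate 1, since the hulled replicates had 42.0, 4.13, and 15.5 CPM. These 10 DAP calls depended on single libraries. Without hull-less replicate 2 the adjusted *p* was 0.0561, 0.0992, and 0.0679, and without hull-less replicate 3 it was 0.0551, 0.0868, and 0.0649. Without hull-less replicate 1 it was 0.0893 for *CesA7* and 0.0612 for *CesA8*, and without hulled replicate 3 it was 0.0553 for *CesA7*. Over all alternatives it lay between 9.6e-10 and 0.0561 for *CesA4*, 1.5e-06 and 0.0992 for *CesA7*, and 2.2e-10 and 0.0679 for *CesA8*.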

Among the DEGs, all secondary cellulose biosynthesis or assembly genes showed significantly lower expression levels in hull-less seed coats; these included *CesA4*, *CesA7*, and *CesA8*, which have been reported as playing downstream roles in NST1 [44]. 

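*HCT* (Cp4.1LG12g07260, LG12 from 7055464 to 7058529), *C4H* (Cp4.1LG05g10140, LG05 from 6583295 to 6586263), *FSH1* (Cp4.1LG04g01050, LG04 from 938648 to 940322), *CCoAOMT7* (Cp4.1LG15g04800, LG15 from 5859248 to 5860633), and *PRX72* (Cp4.1LG16g06810, LG16 from 7069904 to 7077360) act in lignin biosynthesis and polymerization. At 20 DAP the hulled seed coats had 294 ± 48.1 CPM (SD, n = 3) of *HCT*, 137 ± 8.30 of *C4H*, 5.33 ± 1.64 of *FSH1*, 185 ± 46.0 of *CCoAOMT7*, and 2.15 ± 0.767 of *PRX72*. From 5 to 20 DAP in hulled seed coats *HCT*, *FSH1*, and *CCoAOMT7* rose by log2 fold changes of 4.05, 3.93, and 3.85. *C4H* rose by 0.53 (SE 0.113, adjusted *p* = 0.00423), under the fold-change limit, and *PRX72* did not change (log2 fold change -0.35, SE 0.325, adjusted *p* = 0.364). In hull-less seed coats at 20 DAP *HCT* had 24.5 ± 13.6 CPM, a log2 fold change of -3.59 against hulled seed coats (SE 0.409, adjusted *p* = 0.000873). *C4H* had 12.0 ± 0.976 CPM there (log2 fold change -3.53, SE 0.117, adjusted *p* = 8.5e-06) and *CCoAOMT7* 0.534 ± 0.295 CPM (log2 fold change -8.39, SE 0.397, adjusted *p* = 3.0e-05). *PRX72* was at least 10.9-fold lower (adjusted *p* = 0.00534), with 3 counts or fewer in each hull-less library. *FSH1* was lower at 20 DAP (log2 fold change -2.01, SE 0.325, adjusted *p* = 0.00341) and higher at 5 DAP, when hull-less seed coats had 2.80 ± 0.849 CPM and hulled seed coats 0.345 ± 0.212 (log2 fold change 2.99, SE 0.462, adjusted *p* = 0.00395). With all 18 libraries in one fit both *FSH1* differences missed the threshold, at adjusted *p* of 0.110 and 0.0709, and over the alternatives these ranged from 1.0e-05 to 0.110 at 20 DAP and from 3.3e-07 to 0.0709 at 5 DAP. Also at 5 DAP, *PRX72* (log2 fold change -2.15, SE 0.248, adjusted *p* = 0.00132) and *CCoAOMT7* (-1.10, SE 0.244, adjusted *p* = 0.0163) were lower in hull-less seed coats, while *HCT* (0.14, adjusted *p* = 0.550) and *C4H* (-0.16, adjusted *p* = 0.322) did not differ. Over the alternatives the adjusted *p* at 5 DAP was 9.9e-07 to 0.0509 for *PRX72* and 0.000533 to 0.296 for *CCoAOMT7*. The *CCoAOMT7* call was lost without hulled replicate 2 (log2 fold change -0.79) and without hull-less replicates 1 (adjusted *p* = 0.0590) and 2 (0.0601). At 10 DAP *HCT* (log2 fold change -2.62, adjusted *p* = 0.0404) and *CCoAOMT7* (log2 fold change -5.73, adjusted *p* = 0.0221) were lower in hull-less seed coats. Without hulled replicate 3 or any 1 of the hull-less replicates their adjusted *p* rose to between 0.107 and 0.137 and between 0.0680 and 0.0892, and over all alternatives it ranged from 0.000292 to 0.149 and from 1.2e-08 to 0.108. The log2 fold change of *C4H* at 10 DAP was -1.67 (adjusted *p* = 0.0993, 0.0392 without hulled replicate 2, and 0.00361 to 0.268 over the alternatives). *FSH1* was not a DEG at 10 DAP, and *PRX72* did not pass the expression filter at that stage. *FSH1* had 1.93 ± 0.731 CPM in hull-less and 1.56 ± 2.58 in hulled seed coats, with 85, 0, and 2 counts in the hulled replicates. *PRX72* had 0.122 ± 0.211 CPM in hull-less and 1.31 ± 0.566 in hulled seed coats, and the authors' deposited comparison calls it lower (log2 fold change -3.40). Its counts ran from 0 to 5 in the hull-less and from 10 to 32 in the hulled 10 DAP libraries, without overlap.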

Five lignin biosynthesis and polymerization genes, *HCT*, *C4H*, *FSH1*, *CCoAomt7*, and *PRX72*, presented high expression patterns during seed coat development in hulled pumpkins, indicating that they may participate in lignin deposition in the hy and m1 layer cells of the pumpkin seed coat. In addition, two NST1-downstream TFs, MYB58 and MYB46 [45, 46], also showed a DEG pattern, suggesting that they may participate in seed coat SCW biosynthesis in pumpkins. 

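*MYB58* (Cp4.1LG16g07120, LG16 from 7277530 to 7279822) had 0.532, 4.32, and 10.4 CPM on average in hulled seed coats at 5, 10, and 20 DAP, and 0 or 1 count in each hull-less library. At 20 DAP it was at least 52.6-fold lower in hull-less seed coats (adjusted *p* = 0.000301), and from 5 to 20 DAP in hulled seed coats it rose by a log2 fold change of 4.29 (SE 0.542, adjusted *p* = 0.000309). It was at least 19.2-fold lower at 10 DAP (adjusted *p* = 0.0178). This bound rested largely on hulled replicate 1, since the hulled replicates had 8.48, 1.13, and 3.34 CPM. The call was lost without hulled replicate 3 (0.0567) and without hull-less replicates 1 (0.0701), 2 (0.0793), and 3 (0.0728). Over the alternatives the adjusted *p* ranged from 2.4e-05 to 0.0793. *MYB46* (Cp4.1LG16g08960, LG16 from 8337113 to 8338461) did not pass the expression filter at any stage. It had between 9 and 208 counts in the hulled 10 DAP libraries and between 0 and 3 at 20 DAP, and at most 1 count in each hull-less library. At 10 DAP *MYB46* was at least 22.7-fold lower in hull-less seed coats, and the 2 groups did not overlap (exact permutation test, two-sided *p* = 0.1, the smallest that 3 libraries against 3 allow). This bound also rested largely on hulled replicate 1, with 11.1, 0.599, and 3.60 CPM in the hulled replicates. Where other settings let it be tested, its adjusted *p* at 10 DAP ranged from 6.2e-06 with DESeq2 to 0.135 without hull-less replicate 2.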

Interestingly, according to the gene expression analysis, all three NST TFs were involved in seed coat SCW biosynthesis pathways, but the expression levels of both *NST2* and *NST3* were affected if *NST1* displayed loss of function (Supplementary Data Fig. S2, Fig.S26b). These results suggest that CpNST1 plays a key role in the pumpkin seed coat SCW regulatory network, and its loss of function will interrupt this regulatory network (Fig. 6).

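*NST2* (Cp4.1LG05g07660, LG05 from 4770851 to 4772261) and *NST3* (Cp4.1LG00g00720, LG00 from 1942269 to 1943576) were low next to *CpNST1*. In hulled seed coats at 20 DAP *CpNST1* had 33.8 ± 7.57 CPM (SD, n = 3), *NST2* 0.973 ± 0.149, and *NST3* 1.66 ± 0.339, where *NST2* and *NST3* had 13 to 29 counts per library. In hull-less seed coats at 20 DAP *NST2* had 0 or 1 count and *NST3* between 0 and 2, so that *NST2* was at least 4.93-fold lower (adjusted *p* = 0.00314) and *NST3* at least 8.42-fold lower (adjusted *p* = 0.00339). At 10 DAP the hulled libraries varied widely, with 7 to 80 counts of *NST2* and 5 to 52 of *NST3*. The hull-less 10 DAP libraries had 9 to 21 counts of *NST2*, which overlapped the hulled ones (log2 fold change -1.56, SE 0.839, adjusted *p* = 0.259), and 0 counts of *NST3*, which was at least 7.03-fold lower but did not pass the expression filter. *NST2* did not change past the thresholds from 5 to 20 DAP in hulled seed coats (log2 fold change 0.87, adjusted *p* = 0.0528), whereas *NST3* rose (3.66, adjusted *p* = 0.00168) and *CpNST1* rose (4.86, SE 0.629, adjusted *p* = 0.000344). The deposited table gives *NST2* and *NST3* the same closest protein, and the paper's text does not say how reads that match more than one gene copy were counted, so the split of reads between the NST genes is uncertain.

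**Figure D1:**
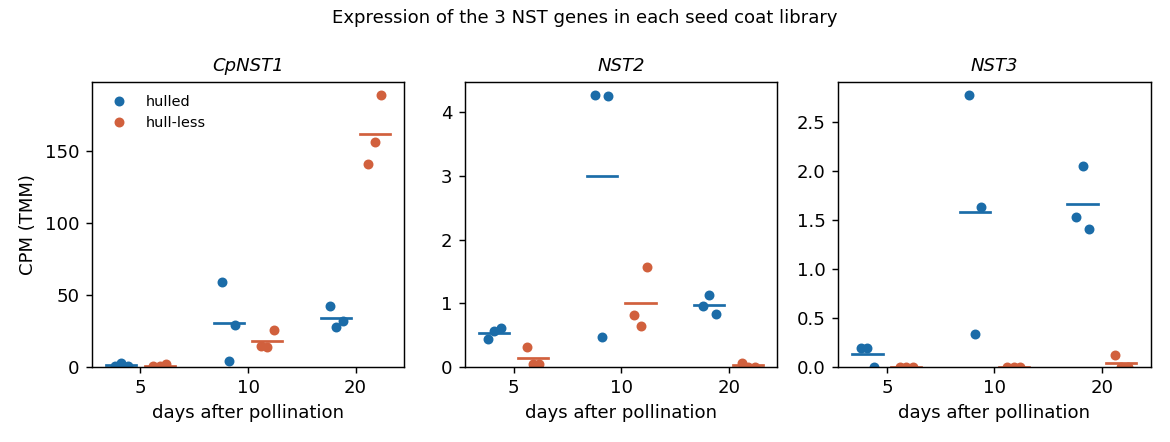
CPM (edgeR, TMM) of *CpNST1*, *NST2*, and *NST3* in hulled and hull-less seed coats against DAP, with a dot for each library and lines through the means of 3 libraries. At 20 DAP *CpNST1* lies between 141 and 188 CPM in the hull-less libraries and between 27.7 and 42.3 in the hulled ones, while *NST2* and *NST3* are at the bottom of their axes in hull-less seed coats.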

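At 20 DAP, 53 of the 68 SCW orthologs were tested, and 33 were lower and 1 higher in hull-less seed coats (34 and 1 when adjusted over the list alone). The 1 that was higher was *CpNST1* itself. The median log2 fold change was -1.83, also with 9 orthologs set to their bound, and 13 of the 53 were above 0. The share of DEGs in the list was larger than among the other tested genes (odds ratio 6.75, Fisher's exact test, *p* = 1.4e-11). As a set the orthologs were shifted down (camera adjusted *p* = 1.1e-08), and this held under fry (5.3e-06) and with the estimated correlation (0.0380). Of the 33 orthologs lower at 20 DAP, 19 were lower at 10 DAP as well, and 5 at all 3 stages. Of the 31 that rose in hulled seed coats, 26 were lower in hull-less seed coats at 20 DAP and 5 were not. With at least 10 counts required in every library, which takes out genes that are near 0 in one accession, 16 orthologs were lower. From the lower cellulose genes in hull-less seed coats, the lignin genes expressed in hulled ones, the DEG pattern of MYB58 and MYB46, and the effect on *NST2* and *NST3*, the paper proposes a key role of CpNST1 in the SCW network of the seed coat, which its loss would interrupt.

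**Figure D2:**
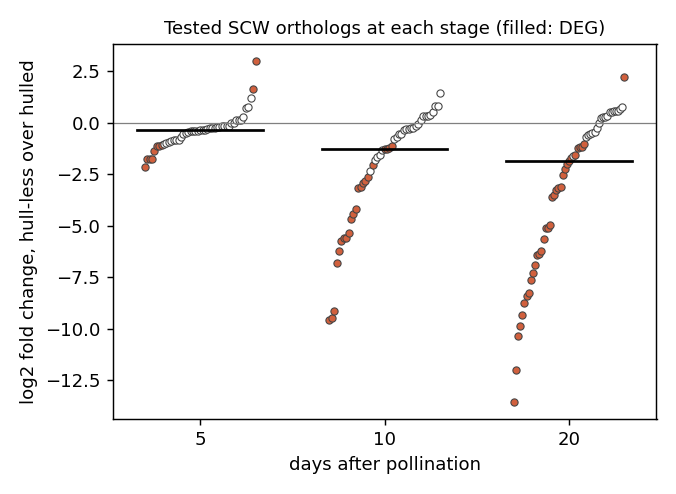
Fitted log2 fold changes of hull-less over hulled seed coats (edgeR) for the tested SCW orthologs at 5, 10, and 20 DAP, one dot per ortholog, filled where it is a DEG, with a black line at the median. The median is -0.36 at 5 DAP, -1.28 at 10 DAP, and -1.83 at 20 DAP, and values of orthologs with 3 counts or fewer in one accession are fitted values and not bounds.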

## Discussion

Seeds contributed to the successful land colonization of flowering plants. Such colonization advantages were to a large extent achieved by the emergence of a seed coat that protects and facilitates the dispersal of the zygotic embryo [3]. The mechanical strength of the seed coat is primarily achieved by the deposition of SCWs in sclerenchyma cells. SCWs are composed of cellulose, hemicelluloses (xylan and glucomannan), and lignin [42]. In *Arabidopsis*, most studies of SCWs in the seed coat have focused on cellulose biosynthesis. CELLULOSE SYNTHASE9 (CESA9) has been demonstrated to be involved in SCW synthesis in *Arabidopsis* epidermal testa cells [9]. CESA3, CESA5, and CESA10 are essential for cellulose biosynthesis in seed coat epidermal cells, and they also affect the extrusion of mucilage [10–12]. To date, owing to the unavailability of seed coat mutants, systematic studies on the SCWs of the seed coat are scarce. Several mucilage synthesis transcription factors, including MUM, TTG1, GL2, MYB61, and TTG2, have been reported to participate in seed coat SCW biosynthesis [1, 13–17]. Here, anatomical analysis of the seed coat supported the suggestion that hull-less pumpkins are an ideal experimental model for dissecting seed coat SCW formation; in this model plant system no SCWs develop in any of the relevant cell types, but all cells can develop to normal size (Fig. 4). The single phenotypic difference in hulls facilitates the fine-mapping of the candidate genes/QTLs that control the biosynthesis of seed coat SCWs.

Although the seed coat is important for plant seed protection, seed coats as by-products are less effectively and economically utilized in seed crops, since the decortication processes are laborious and expensive, and require waste disposal. Hence, hull-less and even hull-free cultivars are highly preferred in the breeding of many crops, including barley [18], maize [19, 20], legumes [21], oil palm [22], and wheat [23]. The hull-less or naked seed trait is usually controlled by a single gene or several genes in many seed crops [18–23]. Undoubtedly, the discoveries of these loci will make important contributions to seed crop breeding. Pumpkins are commonly consumed as vegetables. The emergence of a mutant (hull-less pumpkin) exhibiting a naked seed trait (no seed coat) turns the pumpkin into an important oil crop without the need for decortication [29, 47]. The recent publication of a high-quality pumpkin genome [34–35] has enabled the discovery of genes controlling important traits in pumpkins. Combining QTL-seq and fine mapping toolkits has been shown to be an effective and efficient way to identify target QTLs/genes for important crop traits [41]. In this study, we employed BSA-seq and haplotype analysis and successfully anchored a single gene, *CpNST1*, that is responsible for the hull-less trait (Fig. 3). This mutation-induced hull-less seed is an important trait, providing a way to skip the decortication process for the commercial use of pumpkin seed. The hull-less seed trait is exploited for oil extraction and for snacks due to its high nutritional and medicinal value [30]. Identification of the causative gene for the hull-less trait provides a target gene for breeders to introduce this valuable hull-less trait into pumpkins for commercial breeding.

In the model plant *Arabidopsis*, *NST1* is known to play key roles in anther dehiscence and pod shattering via regulating SCW synthesis [48, 49]. The homologs of *NST1* in the moss *Physcomitrella patens* were shown to be essential in the early formation of water-conducting systems during plant evolution [50]. NST1 as an upstream TF that usually participates in SCW biosynthesis by regulating other TFs [43]; for example, KNAT7, MYB46, MYB58, MYB63, MYB83, MYB103, and SND3 have been demonstrated to be direct targets of NST1 [46, 51–53]. Here, via fine-mapping, as well as anatomical and *in situ* hybridization analyses, we revealed a new role of NST1 in plant SCW biosynthesis that has never been reported to be involved in plant seed coat development. The divergent role of NST1 in pumpkin plants could be related to species differences.

The regulatory network for the plant SCW synthesis is complex and involves many transcription factors and enzymes [5, 43]. The differential composition of SCWs was observed in different cell layers of the pumpkin seed coat (Fig. 5b and c), suggesting that CpNST1 may participate in regulating SCW biosynthesis in the pumpkin seed coat through multiple pathways. Interestingly, the RNA-seq analysis identified many reported cellulose biosynthesis and assembly genes as well as lignin biosynthesis and polymerization genes (Fig. 6b, Supplementary Data Table S4) that may participate in the pumpkin seed coat SCW biosynthesis network. These genes may play roles downstream of CpNST1. Among these genes, TFs and enzymes such as *MYB46*, *MYB58*, *CesA4*, *CesA7*, and *CesA8* have been shown to be directly or indirectly regulated by NST1, participating in SCW biosynthesis in different *Arabidopsis* tissues besides the seed coat [44, 46]. The current finding serves as a good exemplar for the genetic toolkit study of conserved homologous genes that regulate similar but different morphological phenotypes consistently across different species. In addition, through the expression analysis of pumpkin-homologous genes related to SCW biosynthesis in the *Arabidopsis* in the seed coat, we found several TFs and enzymes participating in pumpkin seed coat SCW biosynthesis (Fig. 6b). Together with cell wall composition analysis of the different cell layers (Fig. 5b and c), we concluded that there is more than one pathway regulating pumpkin seed coat SCW biosynthesis. Loss of function of any gene in these pathways could lead to defects in the development of SCWs in different cell layers of the seed coat. In addition, from RNA-seq analysis, we found the expression level of *CpNST1* at 20 DAP in the HL even higher than that in the H cultivar. This phenomenon was also found in previous research about a loss-of-function point mutation in the *NST1* gene of *Medicago truncatula* that leads to increased *NST1* expression [54]. 

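*CpNST1* averaged 162 ± 24.3 CPM (SD, n = 3) in hull-less seed coats at 20 DAP. Its log2 fold change over hulled seed coats was 2.25 (SE 0.197, adjusted *p* = 0.000295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 2.12 and 2.45 with each library left out in turn. Every hull-less library was above every hulled one (exact permutation test, two-sided *p* = 0.1, the smallest this design allows). At 5 and 10 DAP no difference was detected, with log2 fold changes of -0.69 (SE 0.972, adjusted *p* = 0.637) and -0.78 (SE 0.837, adjusted *p* = 0.568). The sign there rested on 1 library, since the log2 fold change was 0.84 at 5 DAP without hulled replicate 2 and 0.09 at 10 DAP without hulled replicate 1. The interaction term, which tests whether the difference at 20 DAP was larger than at an earlier stage, gave 2.94 against 5 DAP (SE 1.23, adjusted *p* = 0.106) and 3.05 against 10 DAP (SE 1.04, adjusted *p* = 0.0596). It passed the threshold with DESeq2 in both cases (0.0483 and 0.0432), and against 10 DAP also without hulled 10 DAP replicate 2 (0.00918). With each library left out in turn the term ran from 1.42 to 4.11 against 5 DAP and from 2.17 to 3.57 against 10 DAP. Over the alternatives the adjusted *p* ranged from 0.0483 to 0.535 and from 0.00918 to 0.194. From 5 to 20 DAP *CpNST1* rose in hull-less seed coats by a log2 fold change of 7.79 (SE 0.573, adjusted *p* = 4.0e-05).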

Scientists assume that there is an unknown upstream signal that turns on the *NST1* promoter in the absence of functional NST1 protein [54]. In addition, the expression of the NAC master switch itself is under both positive (autoregulatory) and negative control [54]. Here, we suppose that there might be a negative feedback loop in the pumpkin seed coat SCW biosynthesis pathway. The absence of non-functional CpNST1 in HL stimulated its high expression. Collectively, the discovery of potential CpNST1 downstream genes provides important clues for characterizing the mechanism of pumpkin seed coat SCW formation. We believe that the discovery of a new function of CpNST1 in pumpkin seed coat formation will shed light on hull-less pumpkins as a model for studying SCW formation across species.

## Materials and methods

### Plant materials

Our laboratory-preserved *C. pepo* accessions H (hulled pumpkin) and HL (hull-less pumpkin) were selected as parent lines. The *F*_2_ population was obtained by hybridization of H and HL and subsequent self-crossing. Parents and 400 *F*_2_ seedlings were raised in a greenhouse in Hangzhou City, China, in the spring of 2020. Mature seeds were harvested at 40 DAP for seed coat trait investigation. Ten hull-less germplasm accessions from different sib families were grown in 3:1 mixed peat:turface medium in a greenhouse on the Zijingang campus.

### DNA extraction and library construction

Total genomic DNA was extracted from fresh leaves of young seedlings using the CTAB method (VWI, China) as described in Liao *et al*. [41]. The *F*_2_ offspring H-pool (hulled pumpkins) and HL-pool (hull-less pumpkins) were constructed by mixing 40 hulled and 40 hull-less *F*_2_ individuals. A TruSeq Nano DNA LT Sample Prep Kit (Illumina, USA) was used to construct sequencing libraries. All libraries were sequenced on an Illumina HiSeq 4000 platform. The sequencing data quality was determined by FASTQC [55]. The QC standard pipelines were employed as described in Liao *et al* [41].

### Bulked segregant analysis pipelines

The *C. pepo* (zucchini) genome (http://cucurbitgenomics.org/organism/14) [35] was used as a reference genome for sequence alignment. SAMtools software was used to convert BAM files. SNP calling and indel filtering were performed using the Unified Genotyper and the Variant Filtration (−cluster Window Size 4，−filter Expression ‘QD < 4.0 || FS > 60.0 || MQ < 40.0’, −G_filter ‘GQ < 5’) by GATK3.8 software [56]. Then, the annotation of SNPs and indels was performed using ANNOVAR (version 20 200 316) software based on the GFF3 files of the reference genome. All homozygous SNPs and indels between two parents were extracted from the VCF files. The read depth information for homozygous SNPs/indels in the offspring pools was obtained to calculate the SNP/indel index [57]. The genotype of one parent was used as the reference and the statistic read number of this reference parent in the offspring pool was calculated. Then the ratio of different reads to the total number was calculated, which represented the SNP/indel indexes of the base sites. The SNP/indel indexes in both pools were filtered to <0.3 and the sites with SNP depth <7 were filtered out. The SNP/indel index of the whole genome was calculated using sliding window methods, with a window size of 1 Mb and a step size of 10 kb as the default settings. The difference in the SNP/indel indexes between two pools was calculated as the Δ(SNP/indel) index. The G′ value was calculated using the QTL-seq package [41].

### An SNP-based target region genetic map using KASP

To narrow the target region for fine mapping, we constructed a genetic map for the target region using 367 *F*_2_ individuals via the KASP platform. The primer combinations (Fam, Hex, R) were used as markers for genotyping and genetic map construction (Supplementary Data Table S2). The KASP reaction was performed as described in Liao *et al.* [41]. After amplification, an LGC Genomics system (Hoddesdon, UK) was used to derive the genotyping results.

### Bright-field and fluorescence microscopic observation

Hulled and hull-less pumpkin seed coats were collected, fixed, embedded, and sliced as described in the protocol [58]; 2 μm-thick sliced sections were prepared and stained with 0.1% Toluidine Blue O at room temperature for 1 minute, then washed with clean ddH_2_O and covered with a cover glass. Images were taken with a Nikon Fluorescence Scanning Confocal Microscope (Nikon, Japan) and a Nikon DS-Ri1 microscope (Nikon, Japan).

### *In situ* hybridization histochemistry assay

Hulled pumpkin seed coats were collected, fixed, and embedded following protocols in Nikovics *et al.* [59]. Ten micrometer-thick sliced sections were prepared. The *in situ* hybridization was performed as in Nikovics *et al.* [59] with minor modification. Briefly, sections were deparaffinized in 100% Histo-clear (USA), followed by dehydrating in an ethanol gradient of 100, 95, 85, 70, 50, 30, and 0% for 5 minutes each. Then, proteinase K (μg/mL) working solution was added for incubation at 37°C for 5 minutes. This was followed by adding pre-hybridization solution and incubating for 1 hour at 37°C and then incubating with 1 μM digoxin-labeled riboprobe (*CpNST1*: GGCTGTCCAGGGTTTTGTGGTTTTTCTT) hybridization solution at 42°C overnight. The sections were then washed with a gradient of 2×, 1× and 0.5× SSC for 5 minutes each at 37°C. Then, after incubating in the blocking solution (rabbit serum) at room temperature for 30 minutes, the sections were incubated with anti-DIG-HRP at 37°C for 40 min. Freshly prepared NBT/BCIP chromogenic reagent was used to mark the tissue. The sections were natural air-dried and mounted with glycerol jelly mounting medium. Images were taken with a Nikon DS-Ri1 microscope (Nikon, Japan).

### Differential secondary cell wall component staining

Hulled pumpkin seed coats were collected at 25 DAP and then fixed and embedded in paraffin. Ten micrometer-thick sliced sections were prepared for subsequent staining. The sections were stained with phloroglucinol to detect lignin, or calcofluor (with 10% potassium hydroxide) white stain to detect cellulose.

### RNA-seq analysis

Total RNA was extracted from seed coats of hulled and hull-less pumpkins at 5, 10, and 20 DAP using a Trizol kit (Invitrogen, USA). Then, 1 μg of RNA from each sample was taken for sequencing using an Illumina HiSeq 2000 platform. Three biological replicates were performed for each stage. Transcriptome analysis was performed as described by Trapnell *et al.* [60]. The clean reads filtered from raw data were mapped onto the *C. pepo* (zucchini) reference genome (http://cucurbitgenomics.org/organism/14) [26]. Low-quality reads (unknown nucleotides >5% or low Q value ≤20%) were removed. FPKM (fragments per kilobase of transcript per million mapped reads) values were calculated to estimate gene expression levels by Cufflinks software [60]. DEGs were determined using the edgeR package of R software [61], and the false discovery rate ≤.05 and the absolute value of log_2_ fold change ≥1 (|log_2_ FC| ≥ 1) were used as the threshold to determine statistically significant differences in gene expression [62].

### Expression of secondary cell wall biosynthesis-related genes

To analyze the expression levels of putative genes involved in SCW biosynthesis, protein sequences of genes involved in *Arabidopsis* SCW biosynthesis [34, 51] from the TAIR database (https://www.arabidopsis.org/) were used to identify candidate orthologs in *C. pepo*. The key criteria of BLASTP were an E-value <1e−5 and identity >50%. Then, the protein domains of the candidate genes were identified using HMMER software, and the genes with different domains were filtered. The expression levels of the candidate orthologs (Supplementary Data Table S5) were obtained from the RNA-seq data. A heat map of these genes was generated using an R script based on normalized read FPKM values of all genes transformed to log_2_ (value +1).

### Phylogenetic analysis

*Arabidopsis* NAC transcription factor protein sequences were downloaded from the TAIR database and were used to search for pumpkin (*C. pepo*) homologs using BLASTP (E-value <1e−5 and identity >50%). All the putative candidates were manually verified by HMMER software to confirm the presence of the NAM conserved domain. Multiple sequence alignments of the 227 NAC TF amino acid sequences were performed, and the unrooted phylogenetic trees were constructed according to the maximum likelihood method using FastTree Version 2.1.10.

## Acknowledgements

This work was supported by the National Key Research and Development Plan of China (2019YFD1001904) and the Key Science and Technology Program for Agricultural (Vegetable) New Variety Breeding of Zhejiang Province (2021C02065). We thank Novogene for providing technical support for sequencing. We also thank LetPub (www.letpub.com) for its linguistic assistance during the preparation of this manuscript.

## Author contributions

M.Z. and X.L. conceived and designed the experiments. X.L., L.S., M.Z., Z.L., and N.L. conducted most of the experiments; Y. Meng, Y. Ma, Y.Z., Q.X., Z.H. and J.Y. performed some of the field work and analysis; X.L. wrote the manuscript and M.Z. revised it.

## Data availability

The RNA-seq data have been deposited in Gene Expression Omnibus (GEO) under accession number GSE205063. Other data generated in this study are included in this article and its supplementary information files.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supplementary data

Supplementary data is available at *Horticulture Research* online.

## Supplementary Material

supp_data_uhac136 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

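RNA of seed coats of hulled (H) and hull-less (HL) *C. pepo* at 5, 10, and 20 DAP was sequenced on an Illumina HiSeq, with 3 biological replicates per group and 18 libraries in all. Each library was assigned to its accession, stage, and replicate number from the sample labels, which match the paper and its supplementary table of libraries.

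The authors removed reads of low quality and mapped the rest to the zucchini genome. One table of the whole experiment was used. In it the authors deposited the raw count of each feature and library, which is a whole number and was not normalized, and whose counting tool the paper's text does not name. The features were 27868 annotated genes and 1616 loci outside the annotation, and 0 lines named no gene. The authors also deposited FPKM values, which the methods say were computed with Cufflinks. The library scale in these FPKM values was a constant times the DESeq2 size factor of the counts, not the total count of the library. For each stage the authors deposited a normalized signal, the mean over a group of counts divided by size factors, together with a log2 fold change of hull-less over hulled, a p-value, and an adjusted p-value. The methods name edgeR for the comparisons, while the deposited log2 fold changes differed from those of DESeq2 by at most 4.5e-05 at any stage. The authors' means and comparisons are given only where they are named as the authors'.

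From the counts, genes were filtered with edgeR's filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test (glmQLFit and glmQLFTest) was fitted to the 6 libraries of one stage, or to the 6 libraries of one accession for 20 against 5 DAP. The difference between stages in the accession effect was tested by a contrast in one fit of all 18 libraries. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, as in the paper. The SE of a log2 fold change is its absolute value over the square root of the test's F. CPM values are scaled by TMM over all 18 libraries. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0.

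Over the TMM-scaled library sizes, 3 counts, the floor used for a gene with 0 counts, equal 0.138 to 0.225 CPM. A fold against a group at or under this floor in every library is given as a lower bound. The floor covers counting error only.

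The genes named are those the paper names among its RNA-seq results, by their identifiers in Table S5, other orthologs of that table only where they go against a statement, the 3 genes with the highest and the 3 with the lowest log2 fold change at 20 DAP (called, mean count at least 100, no overlap between accessions), and the genes inside the fine-mapped window on LG12. These rules, the thresholds, the tests, the sets of genes, and the alternatives were chosen before the data were examined, apart from the tests named in the closing parts. Gene names come from Table S5 and from the deposited descriptions. A RefSeq gene table of another assembly matched none of the Cp4.1 identifiers and was not used here.

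Sets of genes were tested with limma's camera on log2 CPM (prior count 2, preset correlation 0.01), with fry, and with camera at an estimated correlation, adjusted over 5 sets: the 68 SCW orthologs and the genes whose description holds 'cellulose synthase' (56 genes), 'ribosomal protein' (553), 'kinesin' (92), or words for photosystems and light harvesting (107). Descriptions hold protein domain names as well, so a set can include genes that only share a domain. The deposited table holds no GO terms, and the GO enrichment of Fig. 6a was not repeated. A pair of lists of Calvin cycle enzymes, drawn from the same descriptions, was used for 1 check of the photosystem set.

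The alternatives were RLE and upper-quartile scaling, DESeq2, all genes with at least 1 count, only genes with at least 10 counts in every library, all 18 libraries in one fit, the replicate number as a block, no fold-change limit, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with an FPKM of at least 1 in 3 libraries, and each library left out in turn. On simulated counts with 200 changed genes among 21973, edgeR recovered 178 with 17 false calls (8.72% of calls), DESeq2 recovered 188 with 59 false calls (23.9%), and limma recovered 177 with 18 false calls (9.23%). All simulated changes were of the same size, in genes with higher counts, and the spread was that of the 20 DAP libraries. The recovery therefore does not carry over to genes with few counts or to 10 DAP. Camera placed 3 of 200 unchanged sets under 0.05 in the simulation, where genes were independent. In the 9 other splits of the real 20 DAP libraries its unadjusted p for the SCW orthologs and for the photosystem genes was under 0.05 each time. These splits mix both accessions on each side and keep part of their difference, so they cannot tell how often chance gives a small camera p. The whole-genome resequencing of pooled plants, the marker genotypes, the *in situ* hybridization, and the cell wall measurements were not analysed here.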

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

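The checks of library size, scaling, single libraries, abundant genes, gene length, gene lists, and the mapped window were chosen only after the result was seen, and the other splits of the libraries were chosen before.

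The difference between hull-less and hulled seed coats changed from 5 to 20 DAP for many genes, which is why it is listed here. The interaction term was past the thresholds for 3366 of 24259 genes, 1462 with a higher and 1904 with a lower hull-less to hulled ratio at 20 DAP. Of 30 splits of the 5 and 20 DAP libraries, drawn from 200 and the real one included, 1 gave as many genes, and the next highest gave 2741. Splits that mix both accessions within a group widen the spread, so the rank of the real split is not a measure of chance. The tables argue against several technical causes. After every library was thinned to 13827773 counts 3265 genes were called, 3103 of them also called with all counts. Upper-quartile scaling gave 3259, leaving out the 100 most abundant genes (13.6% of all counts) gave 3340, and taking off a trend on gene length gave 3464. Since H and HL are different parents and not isogenic lines, a difference in development that does not come from *CpNST1* was not tested and stays open.

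*FSH1* was higher in hull-less seed coats at 5 DAP and lower at 20 DAP, and the interaction was -5.00 on the log2 scale (SE 1.41, adjusted p = 0.0216, over the alternatives 0.00307 to 0.0581). It was -4.83 after thinning and -5.09 under upper-quartile scaling, which argues against library size and scaling. With each library left out in turn the interaction stayed between -5.54 and -4.64, which argues against 1 library as its cause. Passing the threshold still depended on 1 library. It was missed without hulled 5 DAP replicate 1 (-4.64, adjusted p = 0.0581), while the other 11 of 12 fits passed. The gene had 3 to 12 counts in the hulled 5 DAP libraries.

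Cp4.1LG12g04330, described as a calcium-binding protein KIC, lies inside the fine-mapped window (LG12 from 3481105 to 3481479). It was lower in hull-less seed coats at 5 DAP (log2 fold change -1.27, adjusted p = 0.00463) and higher at 20 DAP (1.62, adjusted p = 0.00739), with an interaction of 2.89 (SE 0.434, adjusted p = 0.000369). The interaction was 2.87 after thinning, 2.79 under upper-quartile scaling, and at least 2.58 with each library left out in turn, all past the thresholds, which argues against library size, scaling, and a single library as the cause. The paper found a non-synonymous SNP in Cp4.1LG12g04330 and placed a marker on it. With recombinant plants it then retained *CpNST1* as the candidate for the trait. For the expression of Cp4.1LG12g04330, a difference of the parents in this region that is independent of the insertion stays open and was not tested.

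The photosystem and light-harvesting genes, which the paper does not discuss by direction, also changed with stage. Their median log2 fold change was -0.31 at 5 DAP, 0.50 at 10 DAP, and 1.19 at 20 DAP, and the median interaction between 5 and 20 DAP was 1.30, with 48 of 91 genes called higher and 0 lower, and 73 above 0 (fry adjusted p = 3.6e-05, camera 4.5e-15 with the preset and 0.153 with the estimated correlation). The set rose with development in both accessions, by a median of 0.63 in hulled and 2.36 in hull-less seed coats. At 20 DAP the median of the set was 1.11 under upper-quartile scaling and 1.20 after thinning, 70 of 86 genes were above 0, and its smallest median with each library left out in turn was 1.14. These values argue against scaling, library size, a few genes of the set, and a single library. More green tissue in the hull-less samples cannot be told apart from a change in the same cells. Lists of Calvin cycle enzymes cannot separate these 2 explanations, since such genes could rise under either. A first list of 18 tested genes had a median of 0.14 (4 higher, 2 lower), but it took in uridine kinases through a shared domain name. A list narrowed to protein names after these values were seen had 9 tested genes, a median of 0.76, and 4 higher and 1 lower. Its most abundant gene, a RuBisCO small chain (Cp4.1LG01g13630), had 41.5 ± 10.7 CPM in hulled and 223 ± 18.7 CPM in hull-less seed coats at 20 DAP. The paper describes mature hull-less seeds as dark green, because the collapse of the outer layers lets the green innermost layer show. How far the hull-less and hulled seed coats sampled for RNA differ in colour was not analysed here.

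Of the other 7 genes inside the fine-mapped window, 5 were tested at 20 DAP and 3 were DEGs, against 21.0% of the other genes (Fisher's exact test, odds ratio 5.63, p = 0.0664), so that chance cannot be told apart from an excess with so few genes. Besides Cp4.1LG12g04330 these were Cp4.1LG12g04380 (a bHLH28 transcription factor, LG12 from 3393961 to 3396917), with a log2 fold change of 3.25 (SE 0.308, adjusted p = 0.000415), and Cp4.1LG12g04320 (no description, LG12 from 3384381 to 3386561), with a fitted log2 fold change of -4.92 (adjusted p = 0.00381). The latter had 0 or 1 count in each hull-less 20 DAP library and was at least 7.37-fold lower. Cp4.1LG12g04340 (0.57, adjusted p = 0.194) and Cp4.1LG12g04370 (-0.53, adjusted p = 0.384) were not called, and Cp4.1LG12g04310 and Cp4.1LG12g04360 had 0 counts in all libraries at 20 DAP. H and HL differ across the genome, and whether variants against the reference change the counts of these genes was not tested.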

How the results depend on the processing

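No alternative in this part was chosen after the result was seen. The number of DEGs was 6379 at 5 DAP and 9117 at 20 DAP without a fold-change limit, and 1723 at 5 DAP with limma on log2(FPKM + 1). At 10 DAP it was 3690 with DESeq2 and 4250 with all 18 libraries in one fit, and from 849 to 3344 across the 6 fits that each left out one library. Apart from the replicate block, the other alternatives stayed within 1.5 times of these numbers of DEGs as first reported, and so did each fit without one library at 5 DAP (2245 to 2719) and 20 DAP (3761 to 5454).

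Of the SCW orthologs, 16 were lower in hull-less seed coats at 20 DAP, 12 at 10 DAP, and 19 rose in hulled seed coats when at least 10 counts were required in every library, a filter that takes out genes near 0 in one group. At 10 DAP the count lay between 3 and 26 with one library left out. At 5 DAP it was 13 with DESeq2 and with all genes of at least 1 count, 4 with all 18 libraries in one fit, 16 without a fold-change limit, 3 with limma on log2(FPKM + 1), and 7 to 13 with one library left out. Without a fold-change limit 15 orthologs rose in hull-less seed coats. The SCW set test at 20 DAP passed under every alternative run on it (adjusted p 3.1e-09 to 0.0380), and so did the photosystem set.

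The cellulose synthase set changed direction under fry (adjusted p = 0.0417, over its alternatives 0.0417 to 0.886). The ribosomal set lost its call under fry (0.0617) and with the estimated correlation (0.638), and the kinesin set with the estimated correlation (0.429). The interaction between 5 and 20 DAP was called for 2153 genes with at least 10 counts in every library and for 5070 without a fold-change limit. Apart from filters and limits, whose effect follows from their construction, the cause was not tested.

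The log2 fold change of *CpNST1* ran from -1.83 to 0.84 at 5 DAP and from -1.32 to 0.087 at 10 DAP with one library left out, and it could not be tested at 5 DAP with at least 10 counts in every library or with limma. At 20 DAP it was called under all 16 settings (adjusted p 7.2e-24 to 0.0282). Over 52 further results of named genes, without these *CpNST1* comparisons of the accessions at single stages, 808 values were computed under the alternatives, of which 760 kept their direction and their side of the threshold, 41 became weaker (in 12 results), 7 stronger (in 4 results), and 0 reversed.

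Replicate numbers do not pair the libraries, since the correlation of the deviations of same-numbered hulled and hull-less libraries ran from -0.250 to 0.255. With the replicate number as a block there were 591 DEGs and 4 lower SCW orthologs at 10 DAP, and the block moved no other count past 1.5 times.

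The depth limits statements on *NST2*, *NST3*, *MYB58*, and *PRX72* in hull-less seed coats at 20 DAP, where 0 to 3 counts allow only lower bounds. *MYB46* had 0 to 3 counts at 20 DAP in both accessions, so no fold can be stated there.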

Differences from the paper's values

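No test in this part was chosen after the result was seen. Among the values compared for the sequencing run, only the lowest Q20 missed the paper's limit. It is 97.44 in the table of libraries, where the paper's text gives 98.00 as the lower limit.

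The paper states that the number of DEGs increased along seed coat development. Here it fell from 2702 at 5 DAP to 2318 at 10 DAP and was 4628 at 20 DAP. It increased at each step with DESeq2 (3032, 3690, and 5194), with all 18 libraries in one fit (2034, 4250, and 4966), with limma on log2(FPKM + 1) (1723, 1944, and 3588), and in the authors' deposited table (3042, 3643, and 5213). It also did so without hulled 10 DAP replicate 1, with 3344 at 10 DAP, and without hull-less 5 DAP replicate 2, with 2245 at 5 DAP, and not under the other alternatives.

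The paper gives *MYB46* a DEG pattern. It did not pass the expression filter here, and at 10 DAP it was called with DESeq2 (log2 fold change -8.53, adjusted p = 6.2e-06), with all 18 libraries in one fit (0.00254), and without hulled 10 DAP replicate 2 (0.0382), and not with all genes of at least 1 count (0.0579) or without hull-less replicates 1 (0.121), 2 (0.135), and 3 (0.134). The authors' deposited table calls it at 10 DAP.

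The paper describes 5 lignin genes as highly expressed along development in hulled seed coats. *PRX72* had 2.78, 1.31, and 2.15 CPM at 5, 10, and 20 DAP and did not rise, and *FSH1* reached 5.33 CPM. The levels of *HCT* (294 CPM) and *CCoAOMT7* (185 CPM) at 20 DAP go with the description. So does *C4H*, with 96.3, 64.8, and 137 CPM at 5, 10, and 20 DAP. Its rise of 0.53 on the log2 scale is called only without a fold-change limit.

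The paper states that many SCW genes rose in hulled seed coats and that these stayed very low in hull-less ones. Of the 31 orthologs that rose in hulled seed coats here, 8 also rose in hull-less seed coats from 5 to 20 DAP, among them *CpNST1*, which the paper itself reports as higher in HL.

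The paper describes *NST2* and *NST3* as affected by the mutation. At 20 DAP both were lower here, while at 10 DAP *NST2* was not called under any alternative (adjusted p 0.0527 to 0.502), and *NST3* was called under 3 of the 7 settings that tested it (0.000283 to 0.121).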

Other observations

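The tests on the spread at 10 DAP, on *CpNST1*, and on the making of the deposited values were chosen only after the result was seen, and the other splits of the libraries were chosen before.

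Fewer genes were DEGs at 10 DAP than at 5 DAP. The common biological coefficient of variation was 0.381 at 10 DAP, 0.197 at 5 DAP, and 0.249 at 20 DAP. With all libraries included, a wider spread and smaller differences cannot be told apart as reasons. With one spread for all 18 libraries 10 DAP had 4250 DEGs against 2034 at 5 DAP. Whatever their p, 4735 genes had an absolute log2 fold change of at least 1 at 10 DAP, against 3335 at 5 DAP. Noise between replicates raises both counts by itself. Without hulled replicate 1, 10 DAP had 3344 DEGs, against 2245 to 2719 at 5 DAP with one library left out. That argues against smaller differences among the remaining libraries, but it rests on leaving out 1 library. Without any other library the number at 10 DAP was 849 to 1904. Why the hulled 10 DAP replicates lay far apart stays open. Harvest at different points of development cannot be told apart from other sources. Across 24200 genes outside the SCW list, the deviation of hulled 10 DAP replicate 1 from the other replicates correlated with the change from 5 to 20 DAP in hulled seed coats at 0.0276 (replicate 2 0.00571, replicate 3 -0.0587), but with the change from 10 to 20 DAP in hull-less seed coats at 0.356 (replicate 2 -0.236, replicate 3 -0.301), and with that from 5 to 10 DAP in hull-less seed coats at -0.421 (replicate 2 0.345, replicate 3 0.258). The SCW orthologs deviated by 0.906 log2 CPM on average in replicate 1 and by -1.06 in replicate 2. These are correlations across genes, which are not independent.

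The counts of *CpNST1* at 20 DAP were higher in the accession with the mutated gene, and a shift of reads between gene copies is argued against, since the summed CPM of *CpNST1*, *NST2*, and *NST3* was 162 ± 24.2 in hull-less and 36.5 ± 7.34 in hulled seed coats, a log2 ratio of 2.15. Library size and scaling are argued against by 2.24 after thinning and 2.16 under upper-quartile scaling. Reads lost at the insertion against the reference would lower the count, and the log2 fold change was 2.25. The feedback that the paper discusses, and a difference of the parents upstream of the gene, stay open and were not tested.

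The deposited comparisons differed from DESeq2, fitted to the 2 groups of each stage, by at most 4.5e-05 in log2 fold change, and from edgeR by up to 0.726. The library scale of the deposited FPKM divided by the DESeq2 size factor had a largest over smallest ratio of 1, against 1.67 for the total count. These values are in line with DESeq2 as the source of both. The smaller totals of the hulled 20 DAP libraries do not come from fewer clean reads alone, since at most 33.9 counts were made per 100 clean reads there. What became of the other reads was not analysed here.

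With other splits of the 6 libraries of a comparison, 10 in all with the real one, only the real split gave as many DEGs at 5, 10, and 20 DAP (1 of 10 each), as many lower SCW orthologs at these stages (1 of 10 each, with 0 in every other split), and as many rising orthologs in hulled or hull-less seed coats (1 of 10 each). The set tests at 20 DAP were as strong in 1 of 10 splits for the SCW list and the photosystem set, 3 for kinesins, 5 for ribosomal proteins, and 7 for cellulose synthases. With 10 splits the share cannot go below 0.1. Camera's unadjusted p was under 0.05 in all 9 other splits for the SCW list (0.000233 to 0.0474) and for the photosystem set (4.7e-06 to 0.00157). It was so in 6 for kinesins, 5 for ribosomal proteins, and 1 for cellulose synthases. Each of the other splits mixes both groups on each side, so part of their difference stays in it and the rest widens the spread. Neither the small camera p nor the lack of DEGs in these splits is therefore a measure of chance.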
